A study of Caenorhabditis elegans with 16 samples. Its data were reported in "Transposable Elements Drive Regulatory and Functional Innovation of F-box Genes" (2025).

How the data were processed

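Polyadenylated RNA of mixed-stage *Caenorhabditis elegans* embryos was sequenced from the wild-type strain N2 and from the strain SX3678, which carries the *fbxa-215(syb4404)* allele, after growth of the parents at 20 °C or 25 °C. Gravid adults were bleached for their embryos 56 h after plating in the 20 °C batch and 47 h after plating in the 25 °C batch. Each of the 4 groups held 4 libraries, 16 in all, and libraries were assigned to groups by their sample labels. Growth temperature, hours after plating and collection batch changed together, so a difference between temperatures is a difference between batches as a whole. Libraries were non-directional and read as pairs of 150 bases, so reads of overlapping genes on opposite strands were not told apart.

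The authors trimmed reads with Trimmomatic and quantified transcripts with salmon, with its sequence and GC bias corrections, and deposited estimated counts per gene in one table for each temperature. These estimated counts need not be whole, because salmon divides reads that match several transcripts, and 29.6% of the values were not whole. They were rounded to whole numbers before any count model was fitted. The transcriptome release behind the counts was not stated. The authors also deposited DESeq2 comparisons of 19637 protein-coding genes at each temperature, with a log2 fold change and an adjusted p-value per gene, and log2 values per library. The sign of the deposited log2 fold change was wild type over mutant, the opposite of the direction used here, which is mutant over wild type throughout. The deposited log2 values served only to check the columns: each of the 16 count columns correlated best with the log2 column of its own library, with a lowest correlation of 0.891. Transposable element family tables were not used here.

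The count tables held 21882 genes, of which 21714 were found in the Ensembl release 115 annotation of WBcel235 and 168 were not. The chromosome in the deposited comparison tables was the same as in this annotation for all 19637 genes compared. Coordinates are 1-based positions in WBcel235. Gene symbols came from the deposited tables and, where those had none, from a table of gene names. GC content was not checked, because genome sequence was not used here. Exonic length was taken as the union of the annotated exons.

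Totals ranged from 10001670 to 16777296 counts per library. A count of 0 was taken to allow up to 3 counts, and this floor was between 0.180 and 0.299 CPM in the 16 libraries. Intervals of this kind cover counting error only, since reads amplified by PCR are not independent molecules. CPM values, counts scaled to the size of the library, were computed on library sizes scaled by TMM factors within each temperature. Values are given as mean ± SD over the 4 libraries of a group.

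Differential expression was tested with the quasi-likelihood test of edgeR (v4.0.16, in R v4.3.3) after filterByExpr and TMM scaling, on the 8 libraries of each temperature without covariates. P-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.05 with a fold change above 2, the threshold of the study. The standard error of a log2 fold change was derived from its F statistic. The genotype by temperature interaction was fitted on all 16 libraries as 4 groups, and the effect of temperature in wild type on the 8 wild-type libraries. The overlap of the call lists was tested with the two-sided Fisher exact test over genes tested at both temperatures, with *fbxa-215* left out. The two-sided Fisher test was also used for the share of called genes on chromosome IV. Levels of *fbxa-215* and stage scores were compared by exact two-sided permutation over all 70 assignments of 8 libraries, for which the smallest p is 0.0286.

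Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, adjusting over the 14 combinations of list and temperature. The lists were heat shock and chaperone genes (21 matched genes), the other *fbxa* genes (169), the *fbxb* genes (104), early zygotic genes (18), maternal genes (20), late differentiation genes (22) and transcripts of adults (10). A stage score per library was the mean log2 CPM of the late differentiation list minus that of the maternal list. The lists, the designs, the alternatives and the rule for naming genes were set before the data were examined. The rule took *fbxa-215*, *fbxa-192* and *fbxa-210*, and at each temperature the 3 called genes with the largest rise and the 3 with the largest fall whose 4 mutant libraries all lay on one side of the 4 wild-type libraries. It added up to 6 genes called at both temperatures and any called gene of the heat shock list. Other genes named in the text were chosen after their values were seen.

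The alternatives were DESeq2 (v1.42.0), limma-voom (limma v3.58.1), RLE and upper-quartile scaling, other count filters, other call thresholds, all 16 libraries in one fit, each library left out in turn, and the replicate number as a block. A fit with the stage score as a covariate was added after the data were seen. Counts of called genes and of tested genes leave out *fbxa-215* itself, a choice made after the results were seen; every fit and adjusted p was computed with the gene included. The counts of calls were also compared with other splits of the same libraries. All pairs of libraries within a group differed by more than sampling noise, with chi-square per degree of freedom from 2.03 to 15.6, so no pair was treated as 1 library deposited again, and each library was counted as a replicate as labelled. This does not show whether the libraries came from separate cultures. The procedures were tested on simulated data drawn from the real means and library sizes. With 200 changed genes, edgeR recovered 96.5% of them with 1 false call among 10356 genes tested, and the interaction fit recovered 95.0% with 0 false calls among 11827 genes tested. Camera gave p under 0.05 for 2 of 100 random lists. Genes were simulated independently of each other, so this does not measure the error of camera for lists whose members move together.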

Results

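Messenger RNA was profiled in mixed-stage embryos of wild-type N2 worms and of *fbxa-215* mutants, to ask which genes change when this F-box gene is mutated and whether the changes recur between growth conditions. *fbxa-215* belongs to the F-box A2 genes, whose proteins join an F-box domain, which bridges proteins to a ubiquitin ligase, to a helix-turn-helix domain derived from a transposable element. Parents were grown at 20 °C or 25 °C, with 4 libraries for each strain and temperature. Total counts per library ranged from 10001670 to 14180839 in wild type and from 12856217 to 16777296 in mutants at 20 °C. At 25 °C they ranged from 13818575 to 15659770 in wild type and from 13369185 to 15611050 in mutants. The 10 most abundant genes held from 3.59% to 4.59% of the counts of a library, and mitochondrial genes held from 0.622% to 0.890%. Between 10099 and 10741 genes reached 10 counts in the 20 °C libraries, against 11716 to 12151 in the 25 °C libraries.

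The mutated gene was examined first, as a check of the labels. *fbxa-215* (WBGene00012879) is a protein-coding gene on the minus strand of chromosome IV (13665364 to 13666909, WBcel235), and no other annotated gene overlaps it. It was measured at 225 ± 6.82 CPM (counts scaled to library size; SD, n = 4) in wild type at 20 °C and at 165 ± 9.37 CPM (SD, n = 4) at 25 °C, from 2170 to 3214 counts per library. In mutants at 20 °C it had 0 counts in 3 libraries and 1 count in the other, and in mutants at 25 °C it had 0 counts in all 4 libraries. Against the floor of 3 counts, expression was at least 1117-fold lower in mutants at 20 °C and at least 797-fold lower at 25 °C. All wild-type libraries lay above all mutant libraries at each temperature (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). The 2 other F-box A2 genes that the study mutated did not pass the threshold in *fbxa-215* mutants. For *fbxa-192* (WBGene00010212, chromosome V, 17640672 to 17650527) the log2 fold change was -0.10 ± 0.08 (SE) at 20 °C and 0.06 ± 0.10 at 25 °C, with edgeR adjusted p of 0.468 and 0.754. For *fbxa-210* (WBGene00012565, chromosome V, 18125375 to 18127205) it was 0.07 ± 0.06 at 20 °C and 0.20 ± 0.07 at 25 °C, with adjusted p of 0.487 and 0.105. Counts of *fbxa-192* and *fbxa-210* were not whole in some of the 16 libraries, so some of their reads were divided between genes or transcripts. Taking a count within 0.01 of a whole number as whole, 10 and 5 libraries had whole counts.

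**Figure D1:**
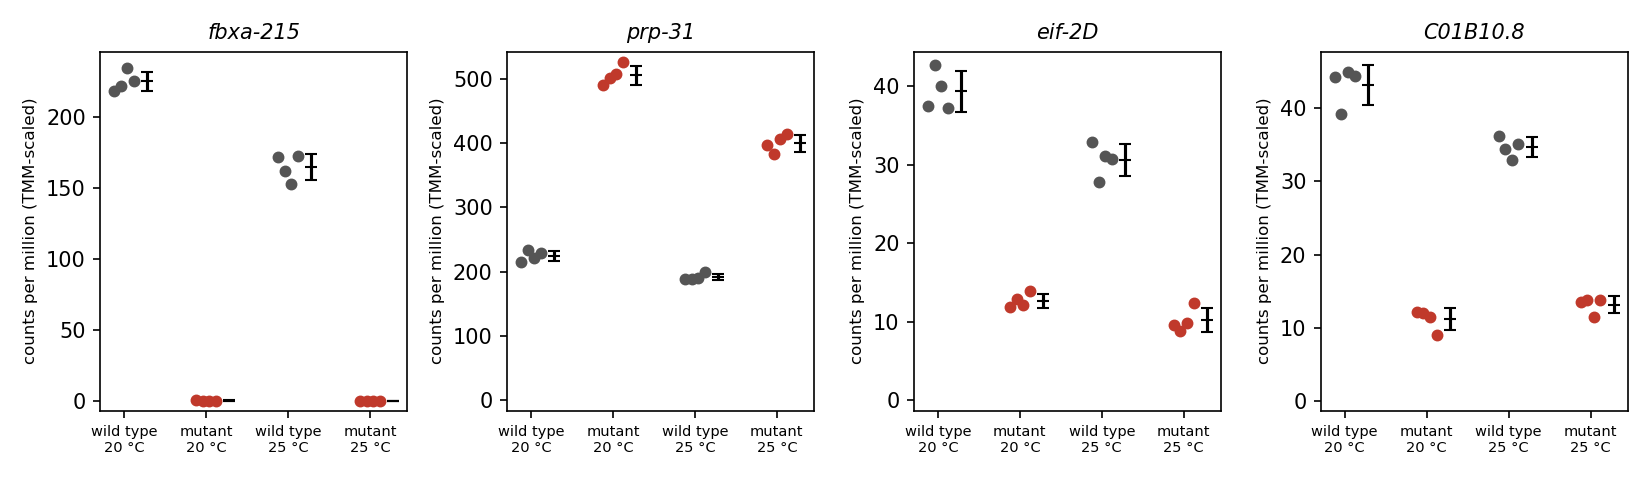
CPM (TMM-scaled, vertical axes) of 4 genes in each library, by strain and growth temperature; points are libraries and bars the mean ± SD of 4 libraries. *fbxa-215* lies at or near 0 in every mutant library, *prp-31* is higher and *eif-2D* and C01B10.8 are lower in all mutant libraries at both temperatures.

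At 20 °C, 117 of 10470 tested genes other than *fbxa-215* were called between strains, 28 higher and 89 lower in mutants (edgeR, adjusted p under 0.05 and fold change above 2). Without the fold minimum the number was 1812, of which 801 were higher and 1011 lower, the largest shift among the alternatives. Leaving out replicate 1 of the mutants raised the count to 190. In 102 of the 117 genes the 4 mutant libraries all lay on one side of the 4 wild-type libraries. Of all tested genes 19.5% showed this separation, and chance gives it in 2.86%. The 117 genes were called on these same libraries, so their separation is not independent evidence. Most of the calls were of low abundance, and 74 of the 117 genes had a mean below 2 CPM. The authors' deposited table for 20 °C held 114 other protein-coding genes past the same threshold, 90 lower and 24 higher in mutants, and 84 of these were among the genes called here.

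Apart from *fbxa-215*, the largest falls at 20 °C among genes with separated libraries were in *lpr-4* and *bus-8*. *lpr-4* (WBGene00012257, chromosome X, 11065126 to 11066811) went from 4.97 ± 1.10 to 1.04 ± 0.345 CPM (SD, n = 4), a log2 fold change of -2.26 ± 0.23 (SE) with an adjusted p of 6.16e-07. *bus-8* (WBGene00044623, chromosome X, 5493332 to 5496050), whose span overlaps the gene T23F2.2, went from 1.20 ± 0.411 to 0.240 ± 0.201 CPM, a log2 fold change of -2.18 ± 0.44 with an adjusted p of 0.00124. The largest rises were in *ugt-34* (WBGene00009255, chromosome V, 10654415 to 10656978), *fbxc-5* (WBGene00016646, chromosome IV, 903696 to 905071) and Y39B6A.1 (WBGene00012664, chromosome V, 19201016 to 19203607). *ugt-34* rose from 0.736 ± 0.171 to 3.00 ± 0.803 CPM, with a log2 fold change of 1.98 ± 0.27 and an adjusted p of 2.57e-05. *fbxc-5* rose from 0.318 ± 0.0751 to 1.21 ± 0.294 CPM, with a log2 fold change of 1.94 ± 0.36 and an adjusted p of 0.000592, but none of its 16 counts was whole, so its level is uncertain because reads may be shared with related genes.

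At 25 °C, 37 of 11944 tested genes other than *fbxa-215* were called, 8 higher and 29 lower in mutants. Without the fold minimum the number was 493, of which 250 were higher and 243 lower. The count fell to 24 without wild-type replicate 2, to 18 without mutant replicate 1 and to 15 without mutant replicate 4. In all 37 genes the mutant libraries were separated from the wild-type libraries, against 13.2% of all tested genes. Here too the genes were called on the same libraries. The authors' deposited table for 25 °C held 23 other protein-coding genes past the threshold, 19 lower and 4 higher in mutants, of which 17 were called here. After *fbxa-215*, the largest falls were in *eif-2D* and ZK1025.2. ZK1025.2 (WBGene00014182, chromosome I, 11449856 to 11451972) went from 9.48 ± 1.59 to 3.18 ± 0.515 CPM (SD, n = 4), a log2 fold change of -1.58 ± 0.16 (SE) with an adjusted p of 6.89e-05. The largest rises were in H14A12.5, C55C3.3 and *cul-6*. H14A12.5 (WBGene00019197, chromosome III, 7467574 to 7469080), whose span overlaps *fum-1*, rose from 0.197 ± 0.113 to 0.981 ± 0.305 CPM, a log2 fold change of 2.24 ± 0.42 with an adjusted p of 0.00973. It had from 1 to 5 counts per library in wild type, around the floor of 3 counts, and from 11 to 21 in mutants. The size of this rise is therefore uncertain. *cul-6* (WBGene00000841, chromosome IV, 12586485 to 12590451) had from 3 to 7 counts per library in wild type and from 10 to 15 in mutants, a log2 fold change of 1.49 ± 0.34 with an adjusted p of 0.0242, and was no longer called when wild-type replicate 1, mutant replicate 1 or mutant replicate 4 was left out (adjusted p of 0.0791, 0.0896 and 0.0645).

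Whether changes recur was first asked of the call lists. Besides *fbxa-215*, 6 genes were called at both temperatures, all 6 in the same direction, where 0.107 were expected by chance among 10381 genes tested at both (two-sided Fisher exact test, p = 2.65e-10). Only 10 of the 37 genes called at 25 °C were also tested at 20 °C. *prp-31* (WBGene00022458, chromosome I, 5127828 to 5129611) was higher in mutants, at 506 ± 14.7 against 224 ± 8.19 CPM at 20 °C and 400 ± 13.1 against 191 ± 4.97 at 25 °C (SD, n = 4). Its log2 fold changes were 1.17 ± 0.04 (SE) and 1.06 ± 0.04, with adjusted p of 5.87e-16 and 2.21e-09; none of its 16 counts was whole. *eif-2D* (WBGene00016113, chromosome II, 5691721 to 5693939) was lower in mutants, with log2 fold changes of -1.64 ± 0.07 and -1.59 ± 0.10 and adjusted p of 3.63e-13 and 2.79e-07. C01B10.8 (WBGene00015282, chromosome IV, 6635089 to 6638155) was lower as well, with log2 fold changes of -1.94 ± 0.08 and -1.40 ± 0.07 and adjusted p of 1.12e-13 and 7.17e-08. The other 3 genes had few counts, from 3 to 76 per library for C55C3.3, from 1 to 37 for Y39B6A.1 and from 5 to 39 for *dct-16*. C55C3.3 (WBGene00016953, chromosome IV, 5685287 to 5688273) was higher in mutants, with log2 fold changes of 1.59 ± 0.36 and 1.62 ± 0.22. Y39B6A.1 was higher by 1.81 ± 0.39 and 1.26 ± 0.23 on the log2 scale. *dct-16* (WBGene00012615, chromosome V, 20497924 to 20499057) had log2 fold changes of -1.19 ± 0.35 and -1.33 ± 0.30, with edgeR adjusted p of 0.0234 and 0.0235. It lost its call at 20 °C under DESeq2 (adjusted p of 0.0734), without wild-type replicate 2 (0.0981) and without mutant replicate 2, 3 or 4 (0.0729, 0.0720 and 0.0508). At 25 °C it lost its call without wild-type replicate 1 or 2 (0.0653 and 0.0634) and without mutant replicate 1, 3 or 4 (0.0686, 0.0652 and 0.0802).

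Without the fold minimum, 206 genes besides *fbxa-215* had an adjusted p under 0.05 at both temperatures and the same direction, 125 higher and 81 lower in mutants. In all, 208 genes passed at both temperatures where 70.2 were expected by chance (two-sided Fisher exact test, p = 1.04e-57). These shared changes were small: their median absolute log2 fold change was 0.38 at 20 °C and 0.33 at 25 °C, and 183 of the 206 stayed under a fold change of 2 at both temperatures. Across the 10381 genes, log2 fold changes at 20 °C and 25 °C correlated with Pearson's r of 0.433 and Spearman's rho of 0.392. This correlation is across genes, which are not independent replicates; no library entered both fits. Without a low-count filter r was 0.0598, the largest shift among the alternatives. Of the 111 genes called at 20 °C and tested at both temperatures, 102 changed in the same direction at 25 °C.

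**Figure D2:**
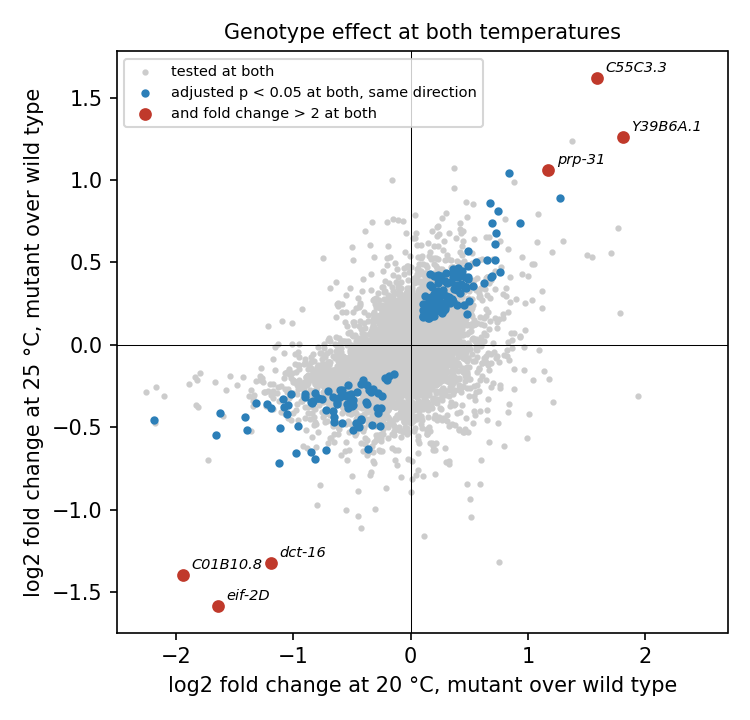
Log2 fold change of mutant over wild type at 20 °C (horizontal axis) and 25 °C (vertical axis) for the 10381 genes tested at both temperatures, without *fbxa-215*. Blue points are genes with an adjusted p under 0.05 at both temperatures and the same direction, and the 6 red points are the genes that also passed a fold change of 2 at both.

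The difference between the genotype effects was tested as an interaction, which here covers temperature together with hours after plating and collection batch. The test called 22 of 12116 genes, 14 with a higher and 8 with a lower log2 ratio of mutant to wild type at 25 °C. The balance of directions depended on the method: without the fold minimum 57 of 141 genes were higher and 84 lower, and DESeq2 called 53 genes, 45 higher and 8 lower. The count rested on single libraries. It was 64 without wild-type replicate 3 at 25 °C, 46 without mutant replicate 1 at 20 °C, and 5 without wild-type replicate 1 at 20 °C. Without mutant replicate 2, 3 or 4 at 20 °C it was 7, 4 and 9, and without mutant replicate 2, 3 or 4 at 25 °C it was 9, 9 and 13. Among the named genes, the interaction was past an adjusted p of 0.05 for *lpr-4* (1.94 ± 0.28 on the log2 scale, adjusted p = 0.00168), *fbxc-5* (-2.28 ± 0.53, adjusted p = 0.0360) and C01B10.8 (0.51 ± 0.12, adjusted p = 0.0327, below a fold change of 2). For *prp-31* and *eif-2D* the interaction was not detected, with adjusted p of 0.207 and 0.972.

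In wild type alone, 2447 of 11578 genes were called between 25 °C and 20 °C, 2316 higher and 131 lower at 25 °C. Without the fold minimum the count was 7656, 4035 higher and 3621 lower. The count was 1198 among genes with at least 10 counts in every library. The comparison does not separate temperature from the 47 h and 56 h between plating and collection. Late differentiation markers were higher at 25 °C by a median of 1.53 on the log2 scale (19 of 20 genes higher, camera adjusted p = 2.73e-18) and maternal markers were lower, with a median of -0.51 (3 of 20 genes higher, adjusted p = 5.12e-07). Heat shock and chaperone genes were lower at 25 °C, with a median of -0.81 (3 of 17 genes higher, adjusted p = 1.76e-08). These 3 results kept an adjusted p under 0.05 under fry and under camera with an estimated correlation.

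The study reports that mutants heat shocked as larvae survived better than wild type, so heat shock and chaperone genes were tested as a list. The embryos sequenced here were not heat shocked, so the list does not test that phenotype. At 20 °C all 16 tested members were lower in mutants, with a median log2 fold change of -0.41 (camera, adjusted p = 2.13e-14). Of these, 14 had an adjusted p under 0.05 adjusted over the list alone and 12 over all genes, and 0 passed the fold change of 2; 14 had an unadjusted p under 0.05. The adjusted p was 0.00957 under fry and 0.162 with an estimated correlation, so the call does not hold where the correlation between members is estimated from these libraries. Levels of single *hsp-16* genes and of F44E5.4 and F44E5.5 are uncertain, since these have near-identical copies among which reads are divided. At 25 °C the median was -0.07, with 5 of 17 members higher (adjusted p = 0.222), and 3 members passed adjusted over the list alone and 0 over all genes, with 6 at an unadjusted p under 0.05. This median was -0.02 without wild-type replicate 1, -0.13 without wild-type replicate 2 and -0.11 without mutant replicate 1. The difference between temperatures had a median interaction of 0.16 on the log2 scale (camera adjusted p = 1.78e-06, fry 0.0355, estimated correlation 0.0871, adjusted over 7 lists).

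The *fbxa* list asked whether related genes respond to the loss of *fbxa-215*. Of its 169 members 44 were tested at 20 °C and 56 at 25 °C, with median log2 fold changes of -0.04 at both temperatures and adjusted p of 0.618 and 0.550. At 20 °C, 2 members passed adjusted over the list alone and 3 over all genes; at 25 °C these counts were 0 and 1, with 8 members at an unadjusted p under 0.05. The direction at 20 °C was not established, since the median was 0.0046 without wild-type replicate 2. At 25 °C the median was below 0 in every alternative, from -0.0741 to -0.0202. Under fry the list had an adjusted p of 0.0377 at 25 °C, the only alternative that moved it past the threshold. The *fbxb* list had 100 tested members at each temperature. Its median was 0.02 at 20 °C (adjusted p = 0.550; -0.0091 without wild-type replicate 1) and 0.11 at 25 °C, where 78 of 100 members were higher (adjusted p = 3.45e-05); the latter was 0.0693 under fry and 0.387 with an estimated correlation. With the stage score as a covariate, a fit added after the data were seen, the median at 25 °C was -0.0303, with 43 of 100 members higher (adjusted p = 0.341). In wild type the *fbxb* genes were lower at 25 °C than at 20 °C, with a median of -0.42 and 8 of 100 members higher (adjusted p = 1.21e-09). This wild-type result held under fry (adjusted p = 2.4e-05) and was lost with an estimated correlation (0.0851). Adjusted over the list alone, 10 *fbxb* genes passed at 20 °C and 4 at 25 °C, against 12 and 4 over all genes.

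Marker lists of embryonic stages were tested because the embryos were of mixed stages. Late differentiation markers were lower in mutants at both temperatures, with medians of -0.50 at 20 °C (3 of 19 genes higher, camera adjusted p = 2.84e-11) and -0.15 at 25 °C (6 of 21 genes higher, adjusted p = 0.00539). At 25 °C the median was -0.09 without wild-type replicate 3 (adjusted p = 0.0666) and -0.05 without mutant replicate 1 (adjusted p = 0.0430). Adjusted over the list alone 16 and 8 of them passed, and over all genes 16 and 3. Maternal markers had a median of -0.06 at 20 °C (7 of 20 genes higher, adjusted p = 0.360; -0.03 without mutant replicate 1) and 0.13 at 25 °C (17 of 20 genes higher, adjusted p = 1.38e-05), with 5 and 8 members adjusted over the list alone and 5 and 6 over all genes. Early zygotic markers had medians of 0.09 at 20 °C (14 of 16 genes higher, adjusted p = 0.0221) and 0.08 at 25 °C (15 of 16 genes higher, adjusted p = 0.0650), with 3 and 2 members adjusted over the list alone and 3 and 0 over all genes; 6 had an unadjusted p under 0.05 at 25 °C. At 25 °C their adjusted p was 0.0380 without mutant replicate 2, and their median 0.14 without wild-type replicate 4. The calls at 20 °C and that of maternal markers at 25 °C held under fry, where early zygotic markers also passed at 25 °C and late markers did not (adjusted p of 0.0377 and 0.151), and none of the 4 camera calls held with an estimated correlation (adjusted p from 0.336 to 0.503). Transcripts of adults were represented by 1 tested gene at 20 °C and 4 at 25 °C, with adjusted p of 0.222 and 0.360. The directions of all these lists were the same under TMM, RLE and upper-quartile scaling. The stage score, late minus maternal, was -1.13 ± 0.11 in wild type and -1.43 ± 0.21 in mutants at 20 °C (SD, n = 4; exact two-sided permutation test, p = 0.0571). At 25 °C it was 0.60 ± 0.06 in wild type and 0.33 ± 0.12 in mutants (SD, n = 4; exact two-sided permutation test, p = 0.0286).

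**Figure D3:**
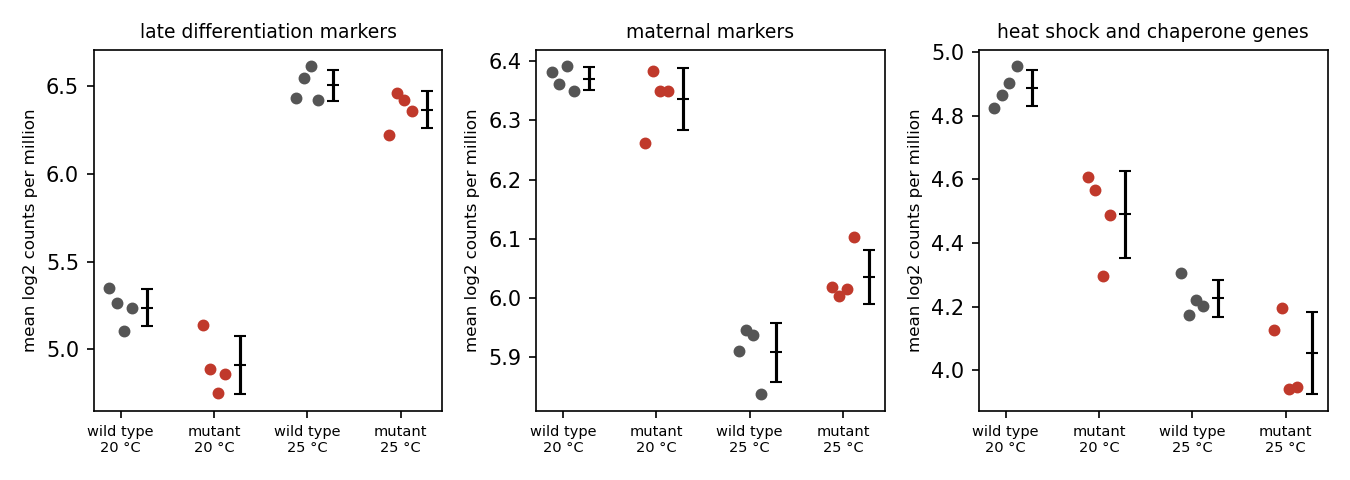
Mean log2 CPM (vertical axes) of late differentiation markers, maternal markers, and heat shock and chaperone genes in each library, by strain and growth temperature; points are libraries and bars the mean ± SD of 4 libraries. Late markers lie higher at 25 °C than at 20 °C in both strains, and under TMM, RLE and upper-quartile scaling alike heat shock and chaperone genes are lower in mutants at 20 °C, where all 4 mutant libraries lie below all 4 wild-type libraries.

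Because *fbxa-215* lies on chromosome IV, the share of called genes on that chromosome was compared with the share of tested genes. It was 23 of 117 genes at 20 °C (19.7%, against 15.6% of tested genes, two-sided Fisher exact test, p = 0.248) and 9 of 37 genes at 25 °C (24.3%, against 15.7%, p = 0.171). Neither difference was past a p of 0.05, and without the fold minimum the share at 25 °C was 15.01%, below that of tested genes.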

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

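The tests of the heat shock and chaperone list against stage mix, library depth and single members were chosen only after the result was seen.

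In 8 of 107 groups of 4 libraries that were examined, 1 library lay far from the other 3, where about 5.3 are expected by chance, so the number by itself is close to what chance gives. *fbxa-215* had 0.0635 CPM in replicate 1 of the mutants at 20 °C, which is 1 count, and 0 in the others. A single count lies under the floor of 3 counts, and it does not put the label of this library in doubt. *bus-8* had 0.541 CPM in mutant replicate 2 at 20 °C, against 0.127 to 0.158 in the others, from 2 to 9 counts in all 4. Leaving out that library moved its log2 fold change at 20 °C from -2.18 to -2.99, and its call was kept. *dct-16* had 1.36 CPM in wild-type replicate 2 at 20 °C, against 0.797 to 0.849 in the others, and its call at 20 °C was lost without that library. C01B10.8 had 39.2 CPM in wild-type replicate 2 at 20 °C, against 44.3 to 45.0, and 11.4 in mutant replicate 3 at 25 °C, against 13.4 to 13.8. *prp-31* had 198.8 CPM in wild-type replicate 4 at 25 °C, against 188.3 to 189.7. For C01B10.8 and *prp-31* these gaps are small beside the difference between strains. The mean log2 CPM of maternal markers was 6.10 in mutant replicate 4 at 25 °C, above the other 3 libraries, and that of the *fbxb* list was 4.03 in mutant replicate 2 at 20 °C, also above the other 3. No biological explanation was tested for these single libraries.

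The genotype effect differed between temperatures in 22 genes by the interaction test. Among 100 drawn relabellings of the strain labels within each temperature, the real one included, 3 gave as many interaction calls. The other 2 of these swapped all 8 labels at 20 °C, in 1 case with 4 labels swapped at 25 °C as well, and gave 520 and 51 calls. Swapping all labels at 20 °C leaves the groups there intact and reverses their difference. With the labels at 25 °C unchanged, an effect shared by both temperatures becomes a difference, and with mixed groups at 25 °C the effect at 20 °C is set against no matching contrast. Both therefore contain an effect of genotype at 20 °C and do not measure noise alone. The interaction is confounded with hours after plating and collection batch, so temperature, age of the culture and batch cannot be told apart by this design. The log2 difference was 1.94 for *lpr-4*, -2.28 for *fbxc-5* and 0.51 for C01B10.8. *lpr-4* rose in wild type from 4.97 to 91.9 CPM between 20 °C and 25 °C, so its level depends on the collection as a whole. Of the genes called at 20 °C, 84.6% moved as their slope on the stage score predicted, which leaves a stage difference between strains at 20 °C open as a candidate explanation for such genes. *fbxc-5* had no whole count in any library, and reads shared with related genes stay open for it.

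Among the lists, the interaction passed under camera for heat shock and chaperone genes, with a median of 0.155 on the log2 scale (15 of 17 genes higher, adjusted p = 1.78e-06), maternal markers with 0.17 (15 of 20 higher, adjusted p = 1.78e-06), late differentiation markers with 0.22 (16 of 21 higher, adjusted p = 1.97e-06) and *fbxb* genes with 0.058 (72 of 101 higher, adjusted p = 0.0128). Under fry the heat shock and maternal lists passed (adjusted p of 0.0355 and 0.0174) and the late and *fbxb* lists did not (0.167 and 0.178). With an estimated correlation the adjusted p ranged from 0.0871 to 0.432 over these 4 lists, so none passed. Maternal and late markers both differed upward, and a shift along a single axis from maternal to late would move them in opposite directions. For heat shock and chaperone genes, the lower level in mutants at 20 °C was tested against technical explanations. With the stage score as a covariate the camera p was 7.43e-13 and the median stayed at -0.41, which argues against stage mix, as scored here, as the whole cause. All members tested (100%) lay below 0, so a few members do not account for the direction. The falls were uneven, from a log2 fold change of -0.04 for *hsp-90* to -0.985 for F44E5.4. No test left out the near-identical copies, so how far these set the size of the result stays open. After thinning every library to the smallest total the camera p was 2.30e-15, which argues against depth. Handling of the cultures before collection was not tested and stays open, since heat shock genes respond to handling and the 4 libraries of a strain may share it. The members also move together between libraries, and with an estimated correlation the adjusted p at 20 °C was 0.162. A dependence on genotype remains a hypothesis.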

How the results depend on the processing

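The fits with the stage score as a covariate were chosen only after the result was seen, and all other alternatives were set beforehand.

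The fitted log2 fold change of *fbxa-215* kept its direction and its call in 13 of 13 alternatives at each temperature; it has no value under the filter of at least 10 counts in every library, which removes the gene. Counts leave out *fbxa-215* itself. The count at 20 °C, 117, was within 1.5 times under DESeq2, limma-voom, both other scalings and the stricter adjusted p. It was 228 without a low-count filter, 45 with at least 10 counts in every library, 1812 without the fold minimum and 214 with all 16 libraries in one fit. Leaving out 1 library gave from 102 to 190 genes, the highest without mutant replicate 1. The count at 25 °C, 37, was 19 with at least 10 counts in every library, 493 without the fold minimum and 12 at an adjusted p under 0.01, and from 15 to 53 across the 8 fits that each left out 1 library. It was 24 without wild-type replicate 2, 18 without mutant replicate 1 and 15 without mutant replicate 4. With the stage score as a covariate 33 genes were called at 20 °C, 27 of them among the 117, and 4 at 25 °C. Since the score follows genotype, with correlations of -0.71 and -0.85, part of this loss could come from shared variance.

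The interaction was the least stable count. Against 22 it gave 53 under DESeq2, 73 without a low-count filter, 7 with at least 10 counts in every library, 141 without the fold minimum and 4 at an adjusted p under 0.01, and from 4 to 64 across the 16 fits that each left out 1 library, with 9 of them over 1.5 times away. The cause was not tested. The effect of temperature in wild type, 2447 genes, was 1198 with at least 10 counts in every library and 7656 without the fold minimum. Leaving out 1 library gave from 2467 to 2618.

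The 6 genes called at both temperatures became 3 with at least 10 counts in every library, which tests fewer genes, and 206 without the fold minimum, and were 5 or 6 in the fits with 1 library left out. The correlation between temperatures, 0.433, was 0.0598 without a low-count filter and 0.470 with at least 10 counts in every library, and from 0.352 to 0.464 with 1 library left out. The filter adds or removes genes of few counts, whose fold changes carry the most counting noise.

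Under fry the adjusted p of 4 lists at 25 °C crossed 0.05: *fbxa* 0.0377, early zygotic 0.0377, *fbxb* 0.0693 and late differentiation 0.151. With an estimated correlation 6 camera calls were lost: heat shock 0.162, early zygotic 0.336 and late differentiation 0.336 at 20 °C, and *fbxb* 0.387, maternal 0.336 and late differentiation 0.503 at 25 °C. With the stage score as a covariate the *fbxb* list at 25 °C lost its call and changed sign, with a median of -0.0303 and an adjusted p of 0.341, so stage mix stays open for it. In that fit late differentiation markers at 25 °C also lost their call and changed sign (0.0674, camera adjusted p = 0.0575). Maternal markers at 20 °C passed (-0.0939, camera adjusted p = 0.0109). The medians of early zygotic markers at 25 °C (-0.0495) and of the *fbxa* list at 20 °C (0.0368) changed sign without a call. The late and maternal lists define the score, so their own values in this fit are not independent of it. With 1 library left out, early zygotic markers at 25 °C ranged from 0.0380 (without mutant replicate 2) to 0.222, and late differentiation markers from 0.000106 to 0.0666 (without wild-type replicate 3). The share of called genes on chromosome IV at 25 °C went from 24.3% to 15.01% without the fold minimum, which reversed its direction against tested genes; the cause was not tested. Of 402 fits of 26 named gene results, 389 kept their direction and call and 13 lost the call, 12 of these with 1 library left out, all for *cul-6* and *dct-16*.

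Replicate numbers paired the libraries weakly at most. Between strains, deviations of same-numbered libraries correlated from 0.0069 to 0.235 at 20 °C (mean 0.108) and from 0.00757 to 0.105 at 25 °C (mean 0.0487). Between temperatures in wild type they correlated from -0.139 to 0.096 (mean -0.059). All values between strains were above 0, so a weak pairing within a temperature stays open. With a replicate block the counts were 121 at 20 °C, 34 at 25 °C, 35 for the interaction, 2443 for temperature and 6 at both temperatures, and no list changed its call. Of the calls, 74 of the 117 at 20 °C and 23 of the 37 at 25 °C lay below 2 CPM. How depth affects the calling of such genes was not tested.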

Other observations

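The tests of stage slope and stage direction, of stage mix in the genes past the fold threshold at both temperatures and in the temperature effect, of the chromosome I genes and of the pathogen response list were chosen only after the result was seen. The other tests below were written before their own results were seen, but after a trial fit had shown how many genes were called and shared.

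Other splits of the same libraries gave fewer calls than the real one. At 20 °C 1 of the 35 splits of the 8 libraries gave as many called genes, the real one, and no other split called more than 1 gene. At 25 °C 1 of the 35 splits gave as many, and the others called 0. For temperature in wild type 1 of 35 splits gave as many, and the others called 0. Of 100 drawn relabellings within temperatures, 1 gave as many genes called at both temperatures and 1 as large a correlation of changes, in both cases the real one, and the largest correlation among the others was 0.372. A sizeable correlation can therefore arise from other groupings of these libraries.

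The 206 changes shared by both temperatures were set against technical explanations. Library depth is argued against, since 138 of them were shared again after every library was thinned to the smallest total. Gene length is argued against, since 198 were shared again after a trend on exon length was removed. Variants linked to the edited locus on chromosome IV are argued against as a general cause, since that chromosome held 14.6% of the shared genes and 15.7% of the tested genes (two-sided Fisher exact test, p = 0.771). Reads shared between genes remain open, because 98.1% of the shared genes and 91.4% of all tested genes had a count that was not whole, so the measure is saturated. A difference in the mix of embryonic stages fits these changes. With the stage score as a covariate, 86 of the 206 kept an unadjusted p under 0.05 and their direction at both temperatures, fewer than lost it, while 199 kept their direction. That limit was written before this fit was run but after the shared genes had been counted. The score follows genotype, so lost power is an alternative reading of that drop. In a second test 82.0% of the shared genes (169 of 206) moved at 20 °C against their change between 20 °C and 25 °C in wild type. This was above the 58.7% median of 10000 random lists matched on expression, and 0% of those lists were as high. The lists were drawn from all tested genes and not matched on a strain effect. Wild-type libraries also entered both the selection and the temperature change, so that share does not measure the evidence for stage mix. Many of the small shared changes may reflect mutant embryos that were on average younger. Maternal markers, which a younger mix would raise, go with this only at 25 °C (median 0.13, 17 of 20 genes higher in mutants). At 20 °C their median was -0.06, with 7 of 20 genes higher. Whether *fbxa-215* slows development or egg laying, or the cultures differed in timing, was not tested.

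The 6 genes past the fold threshold at both temperatures went otherwise. With the stage score as a covariate 5 of the 6, *prp-31*, *eif-2D*, C01B10.8, C55C3.3 and Y39B6A.1, kept their direction with an unadjusted p under 0.05 at both temperatures, and *dct-16* did not. Stage mix as scored here is thus argued against as the cause for most of them. Background variants of the strain stay open, since only 1 mutant strain was analysed here, and so do shared reads for *prp-31*. A response to the loss of *fbxa-215* is a hypothesis that a second allele would test.

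For the genes called at 20 °C, a slope on the stage score was estimated within groups in the 25 °C libraries, which did not enter the 20 °C fit. Of 117 genes 99 (84.6%) moved as their slope predicted, against a median of 60.7% in random lists, and 0% of 10000 lists were as high. These lists were matched on expression but not on a strain effect. The share was 92.1% for the 89 lower genes and 60.7% for the 28 higher genes. With the score as a covariate 27 of the 117 were still called and 88 kept an unadjusted p under 0.05 with the same direction. A lower share of late embryos in the mutant libraries may account for many of the lower genes at 20 °C. The higher genes moved as predicted no more often than the random lists.

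Past a fold change of 2, genes higher at 25 °C in wild type outnumbered lower ones, 2316 against 131; without the fold minimum the numbers were close, 4035 against 3621, so the excess holds only past that fold change. It went with late differentiation markers higher by a median of 1.53 and maternal markers at -0.51. Older embryos in the 25 °C collection are a candidate explanation, and an effect of temperature itself cannot be separated from it in this design. Heat shock and chaperone genes were lower at 25 °C, which is surprising for the warmer culture. For *hsp-16.11* the log2 change was -3.19 and for *hsp-16.48* it was -2.74, although the split between near-identical copies is uncertain. Handling during collection was not tested.

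On chromosome I, 4 genes called at 25 °C lay within 50000 bases (11429014 to 11467612): *nhr-74* with a log2 fold change of -1.11, ZK1025.2 with -1.58, ZK1025.3 with -1.42 and *bah-1* with -1.42. In 0 of 10000 random draws of as many tested genes did 1 window hold as many, which argues against chance placement, although the window was chosen after the genes were seen and neighbouring genes are often regulated together. Each of the 4 genes (100%) had a count that was not whole in some library. This measure is too common to decide whether shared reads matter. Taking counts within 0.01 of a whole number as whole, 3 of the genes had whole counts in 14 of 16 libraries and *nhr-74* in 8. C27C7.1, between them, was lower at 20 °C by a log2 fold change of -1.07 (edgeR, adjusted p = 2.85e-07) and not detectably at 25 °C (-0.17, adjusted p = 0.249), with an interaction of 0.87 (adjusted p = 0.00250). *nhr-73*, also between them, was not detectably changed at 25 °C (-0.29, adjusted p = 0.802). In wild type ZK1025.2, ZK1025.3 and *bah-1* rose from 20 °C to 25 °C by 4.92, 6.43 and 4.02 on the log2 scale and *nhr-74* by 0.66, so younger embryos in the mutants could lower them. Their slopes on the stage score within groups at 25 °C were -0.42, 0.40, 3.27 and 1.82 in the same order, 1 of them opposite in sign, and stage mix stays open. A strain variant or a local regulatory change could also underlie the group, and neither was tested.

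*cul-6*, a cullin gene that was higher in mutants at 25 °C, belongs to a response to intracellular pathogens. The other genes of a list of this response were not higher as a set (median log2 fold change -0.18). limma's camera, which ranks the list against all other tested genes and is not an exact test, gave a p of 0.276. Only 4 genes of the list were expressed enough to be tested, so the test does not decide. With 3 to 15 counts per library and a call that single libraries remove, *cul-6* itself is uncertain.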
